A study of Mus musculus with 12 samples. Its data were reported in "The secreted protease Adamts18 links hormone action to activation of the mammary stem cell niche" (2020).

How the data were processed

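RNA of sorted mouse mammary cells was measured on 12 Affymetrix gene arrays, 1 per sample, in 4 groups of 3: WT and Wnt4-deleted cells, each split into CD24 low and CD24 high. Per the labels, total RNA was extracted with Trizol, amplified and labelled with biotin through the Ovation Pico and FL-Ovation kits, and hybridised without pooling. The authors summarised the arrays by RMA in Affymetrix Expression Console 1.1.2800, so the deposited values are log2 values after background correction, quantile normalisation and median polish. The log base is taken from the method and from the range of the values (1.62 to 13.80). Arrays carry no read depth, and their number limits the precision. No array was identical to another. Groups come from the sample titles. The design text speaks of independent experiments but the labels tie no sample to one, so p-values measure the spread between these samples.

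From the value table of 35556 probesets, the 21789 with a single gene symbol were kept and the 1621 with several symbols and the 12146 without an entry in the gene table were left out. Where a gene had more than 1 probeset (999 genes) the one with the highest mean over all arrays was used, which gave 19938 genes. No probeset symbol needed updating against the RefSeq gene names, and this table otherwise only gave the order of genes along chromosomes. Tests on genes used limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with 1 mean per group over all 12 arrays, 8 residual degrees of freedom and 11.05 after moderation. All tests are two-sided, and adjusted p-values follow Benjamini and Hochberg within each of 5 comparisons, with a threshold of 0.05. The comparisons were Wnt4-deleted minus WT in CD24 low and in CD24 high cells, the difference of these effects (CD24 low minus CD24 high), and CD24 high minus CD24 low within each genotype. The model was tested on simulated data built for the CD24 low comparison with 19938 genes. With 200 genes changed, it recovered 66.6% of those changed by 1 on the log2 scale and 93.6% of those changed by 2. It made 9.6 false calls on average over 5 simulations. A shift of -0.25 in the Myc targets was called in 5 of 5 simulations of the CD24 high comparison, with 0 other lists called, for noise that was independent between genes.

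Gene lists were written by hand: cell type markers (general luminal, hormone-sensing luminal, luminal progenitor, myoepithelial, fibroblast, adipocyte, endothelial, pericyte, immune, skeletal muscle, erythroid and Schwann cells), pathways (Wnt targets, Wnt ligands, Wnt receptors and inhibitors, Myc targets, proliferation, TGF-beta targets, stem and progenitor genes, basement membrane, integrins, ADAMTS genes, cell junctions, YAP and TAZ targets, FGF signalling, interferon response, cholesterol synthesis, milk genes) and quality sets (ribosomal proteins, oxidative phosphorylation, immediate-early genes). Of 31 lists 30 had at least 5 measured genes; of the erythroid list only 2 were measured and it was not tested. The 4 lists of skin keratinocyte, hair follicle, melanocyte and dermal papilla genes were written after the gene tests and before their own values were read. Some genes sit in more than 1 list, such as Axin2, Lgr5 and Wnt4. Lists were tested with limma's camera against all other genes with a preset correlation of 0.01, adjusted over lists within a comparison, and again with a correlation estimated per list and with fry, which tests a list on its own. For Myc targets a linear model of 1 list mean per array, with a mean per group and with or without a covariate, was added after the results were seen. A lineage index (mean of general luminal markers minus mean of myoepithelial markers, without Cd24a) was compared by exact permutation tests, for which 3 against 3 arrays give no p under 0.1.

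Genes were named by a rule. The 15 genes discussed in the study's text on these arrays or central to it are named in both genotype comparisons, with Ctgf under its current symbol Ccn2. For each comparison of groups the 8 highest and 8 lowest changes among genes passing with no overlap between arrays are named, filled up by the smallest unadjusted p where fewer passed; for the difference of effects it is 5 each. From each called list up to 4 members moving with it and up to 2 against it are named. Predicted and small-RNA genes are counted but not named. A few genes outside the rule are said to be chosen after their values were seen.

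The tests, groups, lists, naming rule and most alternatives were chosen before the data were examined. The alternatives were a filter on genes under the 40th percentile of mean level, the mean of a gene's probesets, median centring, a second quantile normalisation, an intensity trend with a robust prior, array weights, a fit on the compared groups only, a fixed or random block for runs of title numbers, covariates for lineage index and non-epithelial marker level, other thresholds, and leaving out each array in turn. Added afterwards were a fit on arrays 9 to 16 only and blocks fitted within a single fraction. The 1 to 4, 9 to 12 and 13 to 16 sets have residual correlations above 0.1 in all 3 pairs for genotypes of CD24 low cells and for the fractions of Wnt4-deleted cells, but not for the other pairs. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 prepared tables and plots. The study's own array test and threshold are not given in the sources used here, so its gene counts are not set beside these. Raw array intensities were not used here.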

Results

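Global expression was measured on 12 arrays of sorted mouse mammary cells, 3 arrays for each of 4 groups. The mice carried an MMTV promoter-driven Cre recombinase, which acts in the mammary epithelium and switches recombined cells of a reporter strain to green fluorescence. In the Wnt4-deleted mice the Cre also removes Wnt4, a secreted Wnt ligand made by progesterone-responsive luminal cells; the WT mice kept Wnt4. Fluorescent cells of females 10 to 14 weeks old were sorted into CD24 low cells, which the labels call myoepithelial, and CD24 high cells, which they call luminal. Arrays are named here by the number in their title. WT CD24 low arrays are 1, 9 and 13, WT CD24 high arrays are 2, 10 and 14, Wnt4-deleted CD24 low arrays are 3, 11 and 15, and Wnt4-deleted CD24 high arrays are 4, 12 and 16. The numbers fall into 3 sets of 4 arrays with 1 array of each group (1 to 4, 9 to 12 and 13 to 16). The design text speaks of mammary glands and the treatment notes of mammary grafts, and which of them gave the cells was not settled here. The labels do not tie these sets to the experiments of the study. Array medians ran from 5.64 to 5.82 on the log2 scale. Correlations across genes ran from 0.963 to 0.991 within a group, from 0.964 to 0.993 between genotypes of 1 fraction, and from 0.905 to 0.939 between fractions. Every log2 change below is a difference of group means from 3 arrays each, and their number limits its precision.

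The first comparison asked how luminal and myoepithelial cells of WT mice differed. The 20 myoepithelial markers were all lower in CD24 high cells, and all 20 passed the test over all genes. Krt5, a keratin of the basal layer, fell by 5.87 from CD24 low to CD24 high cells (SE 0.21, adjusted p = 6.8e-08, 58.4-fold). The contractile genes Cnn1 and Myh11 fell by 5.97 (SE 0.46) and 5.61 (SE 0.29). The sodium channel gene Scn7a fell by 6.52 (SE 0.31, adjusted p = 3.1e-07), and Emb, Igfbp3, Postn and Cxcl14 fell by 5.67, 5.66, 5.62 and 5.43. In the other direction Elf5 and Kit, genes of luminal progenitors, rose by 3.97 (SE 0.33, adjusted p = 1.2e-05) and 3.91 (SE 0.42, adjusted p = 8.3e-05). Foxa1, Esr1 and Pgr, genes of hormone-sensing luminal cells, rose by 2.69 (SE 0.23), 2.29 (SE 0.20) and 2.27 (SE 0.32). Aldh1a3, Dmbt1, Ehf, Ltf, Cyp3a57 and Slc28a3 rose by 3.99 to 4.36. Adamts18, the secreted protease at the centre of the study, was 10.5-fold higher in CD24 low cells (log2 change -3.40 to CD24 high, SE 0.30, adjusted p = 2.2e-05), with all 3 arrays of one fraction apart from all 3 of the other. Its CD24 high value of 4.86 (SD 0.39) lay at percentile 30.6 of the genes in that group, so the fold rests on a dim signal.

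Of 19938 genes tested with limma, 3218 passed an adjusted p of 0.05 (16.1%), 1581 higher and 1637 lower in CD24 high cells, and 1763 of them changed at least 2-fold. Groups did not overlap for 6539 genes (32.8%; chance gives 10%). In Wnt4-deleted mice 3278 genes passed (1640 higher, 1638 lower), and 2465 genes passed in both genotypes, all in the same direction. Dmbt1, Tph1, Ido1, Cxcl15, Cyp3a57, Ltf, Dkkl1 and Tlcd4 led the genes higher in CD24 high Wnt4-deleted cells, by 4.17 (Tlcd4) to 4.81 (Dmbt1). Scn7a, Igfbp3, Cnn1, Myh11, Postn, Myl9, Cxcl14 and Bgn led those lower, from -5.28 (Bgn) to -6.62 (Scn7a). The Wnt4-deleted count was 2156 without array 16.

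Among the 30 gene lists tested, camera with a preset correlation called 21 between the WT fractions. 7 of the 21 calls hold with an estimated correlation, and the adjusted p of these 7 was at most 0.0414 in each of their 12 alternatives. They were the myoepithelial list (median log2 change -4.32, adjusted p = 1.0e-33), the general luminal list (2.26, 18 of 18 higher), the hormone-sensing list (2.39), Wnt receptors and inhibitors (-0.997), Wnt targets (-0.72), stem and progenitor genes (-0.95) and the ADAMTS family (-0.39). Lgr5, a Wnt-responsive receptor gene, fell by 4.97 (SE 0.23) and Trp63 by 4.17 (SE 0.29), while Sox9 and Bmi1 of the same stem list rose by 0.70 and 0.74. Sfrp1, which binds and blocks Wnt ligands, fell by 3.59 and the Dickkopf family member Dkk3 by 2.98, and Wif1, an inhibitor and target of the pathway, was lower as well (-2.61). Within the ADAMTS family Adamts4 fell by 3.51 and Adamts3 rose by 0.84.

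Called with the preset but not with an estimated correlation were basement membrane genes (-1.08; Col17a1 -3.80, Hspg2 -3.23), TGF-beta targets (-0.91; Ltbp2 -3.24, against Cdkn2b 0.81 and Tgif1 0.73) and FGF signalling (-1.11; Fgf2 -1.94 and the inhibitors Spred1 -1.86 and Spry1 -1.47, against Fgfbp1 1.23). Integrins (-0.24; Itga1 -3.77, Itga9 -3.31, against Itgb6 1.87), YAP and TAZ targets (-0.60; Axl -4.38, Ptpn14 -2.91, against F3 1.96) and cell junction genes (0.58; Pkp2 3.76, Ocln 3.01, against Cdh3 -5.39) were in the same class, and so were luminal progenitor genes (1.37), milk genes (0.99; Btn1a1 2.81, Csn3 2.86), oxidative phosphorylation (0.25), cholesterol synthesis (0.42; Msmo1 2.36) and the non-epithelial lists for endothelial cells (-1.96; Cdh5 -3.12, Emcn -3.36), fibroblasts (-0.97), immune cells (-0.53; Cd74 -3.34) and pericytes (-0.64). With an estimated correlation the adjusted p of these 14 lists ran from 0.0514 (TGF-beta targets) to 0.754 (oxidative phosphorylation), and over the alternatives from 5.3e-14 (basement membrane) to 0.754. Tested by fry, 17 lists were called between the WT fractions (17 also at an unadjusted p under 0.05): the 7 and, of these 14, endothelial and immune cells at the limit (adjusted p = 0.05 after rounding) and basement membrane, TGF-beta targets, FGF signalling, integrins, YAP and TAZ targets, cell junction, luminal progenitor and milk genes (adjusted p from 1.3e-04 to 0.0063). Leaving out 1 array ended the call for cholesterol synthesis (0.321 without array 14), fibroblasts (0.223 without array 9), immune cells (0.0747 without array 9), oxidative phosphorylation (0.276, 0.174 and 0.464 without arrays 9, 10 and 14) and pericytes (0.111, 0.276 and 0.0631 without arrays 2, 9 and 14). Not called were ribosomal protein genes (0.08), Myc targets (-0.12), immediate-early genes (-0.07), skeletal muscle (-0.69), adipocytes (-0.09), Wnt ligands (-0.11), interferon response (-0.14), proliferation (0.06) and Schwann cells (-0.04), with adjusted p from 0.102 to 0.986. In Wnt4-deleted cells the same 21 lists were called, with ribosomal proteins (0.17, adjusted p = 0.00369) and skeletal muscle (-1.15, adjusted p = 0.00963) added. These 2 calls did not hold with an estimated correlation (adjusted p = 0.614 and 0.461, from 0.00373 to 0.614 and 0.00268 to 0.461 over the alternatives) or by fry (0.201 and 0.148). In Wnt4-deleted cells 6 calls hold with an estimated correlation, those of WT cells without Wnt targets (adjusted p = 0.0529, from 9.9e-06 to 0.0529 over the alternatives). With the sets of arrays as a block, adipocyte genes were called as well (-0.36, adjusted p = 0.0436, against 0.0795 without the block; 0.0429 to 0.461 over the alternatives). Without the block their adjusted p was 0.461 with an estimated correlation and 0.118 by fry.

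**Figure D1:**
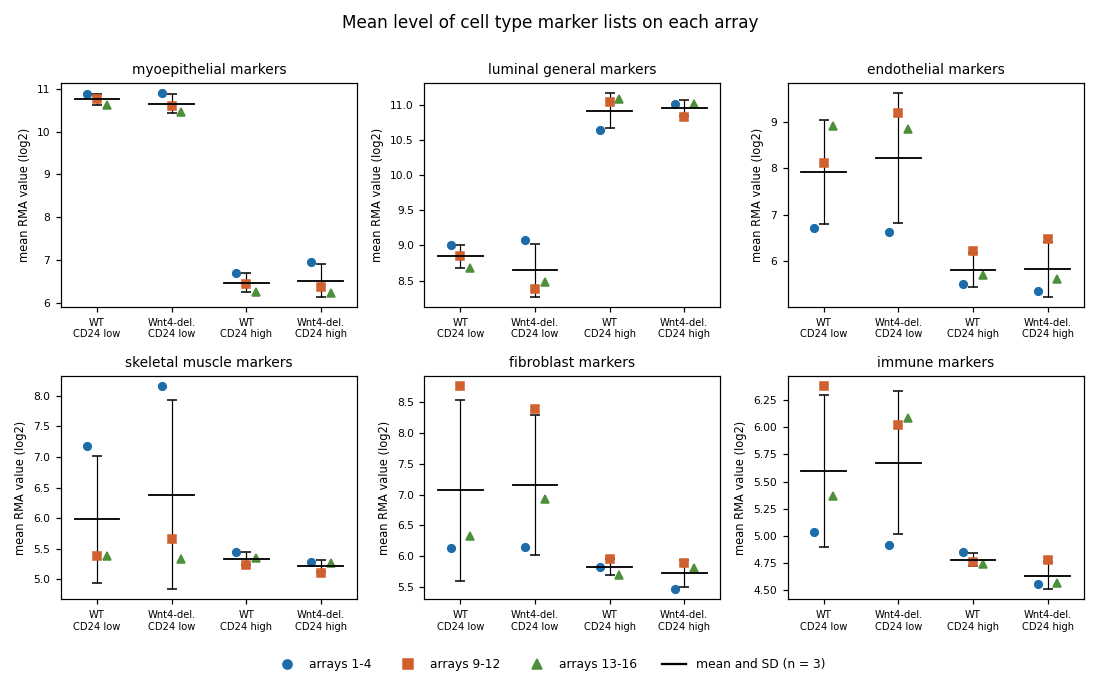
Mean RMA value (log2) of 6 marker lists on each of the 12 arrays by group; symbols mark the set of title numbers, lines the mean and SD of 3 arrays. Skeletal muscle transcripts stand at 7.18 and 8.16 in CD24 low arrays 1 and 3 and at 5.34 to 5.65 in the other CD24 low arrays.

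A lineage index, the mean of the luminal genes minus the mean of the myoepithelial genes, asked whether Wnt4 deletion changed lineage identity. It was -2.05 (SD 0.05, n = 3) in WT and -2.17 (SD 0.22) in Wnt4-deleted CD24 low cells, and 4.39 (SD 0.47) and 4.37 (SD 0.35) in CD24 high cells. The fractions differed by 6.49 over both genotypes (two-sided exact permutation p = 0.0022, 6 against 6 arrays). The genotypes differed by -0.11 in CD24 low cells (exact permutation p = 0.6) and by -0.02 in CD24 high cells (exact permutation p = 0.9), and 3 arrays against 3 cannot give an exact p under 0.1. The small CD24 high difference turned positive without array 4 (0.15), array 10 (0.05) or array 14 (0.17). CD24 low cells also carried transcripts of other tissues despite the lineage depletion. Endothelial markers averaged 8.11 to 9.19 in CD24 low arrays 9, 11, 13 and 15 and 6.63 to 6.72 in arrays 1 and 3, and fibroblast markers averaged 8.39 to 8.77 in arrays 9 and 11 and 6.13 to 6.93 in the other 4.

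In luminal (CD24 high) cells the question was what Wnt4 deletion changes in the cells that make Wnt4. Wnt4 itself averaged 7.65 (SD 0.25, n = 3) in WT and 6.45 (SD 0.34) in Wnt4-deleted CD24 high cells, a change of -1.20 (SE 0.19) to 43.4% of the WT value. That level is close to the 6.53 of WT CD24 low cells. The position of the Wnt4 probes relative to the deleted exons was not analysed here, so the percentage is one of array signal, not of intact Wnt4 transcript. It comes from the Wnt4 probeset with the highest mean over all arrays. With the mean of the Wnt4 probesets the change in CD24 high cells was smaller, at -0.89. All 3 Wnt4-deleted arrays (6.11 to 6.78) lay below all 3 WT arrays (7.42 to 7.92), yet Wnt4 missed the threshold over all genes (adjusted p = 0.416; 0.0837 to 1 over the alternatives). Wnt4 passed adjusted over the list alone among the Wnt ligands and among the hormone-sensing genes. In CD24 low cells, where WT Wnt4 was already 6.53 (SD 0.10), the change was -0.14 (SE 0.19, adjusted p = 1.0), and the difference between fractions was 1.06 (SE 0.27, adjusted p = 1.0). Krt5, a basal keratin, was 0.89 higher in Wnt4-deleted CD24 high cells (SE 0.21) and passed adjusted over the list alone among the myoepithelial markers, but not over all genes (adjusted p = 1.0). In CD24 low cells its change was -0.23 (SE 0.21), a difference between fractions of -1.12 (SE 0.30, adjusted p = 1.0).

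The 1 gene that passed over all genes was the same in both fractions: nonagouti (symbol a, chromosome 2), which codes for a secreted antagonist of melanocortin receptors that sets coat colour. It rose by 2.80 in CD24 low cells (SE 0.23, adjusted p = 0.00206, 6.95-fold) and by 2.95 in CD24 high cells (SE 0.23, adjusted p = 0.0012, 7.71-fold). In its alternatives the adjusted p ran from 3.3e-05 to 0.645 and from 9.4e-06 to 0.155. The 6 Wnt4-deleted arrays held 7.30 to 8.33 and the 6 WT arrays 5.0 to 5.37. The difference between fractions was -0.15 (SE 0.33, adjusted p = 1.0). The count of genes passing was 2 in CD24 low cells without array 3 and 0 in either fraction with arrays 9 to 16 only, a comparison of 2 arrays against 2. The nonagouti change stayed as large there, at 2.72 in CD24 low cells (adjusted p = 0.297) and 2.98 in CD24 high cells (0.155).

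**Figure D2:**
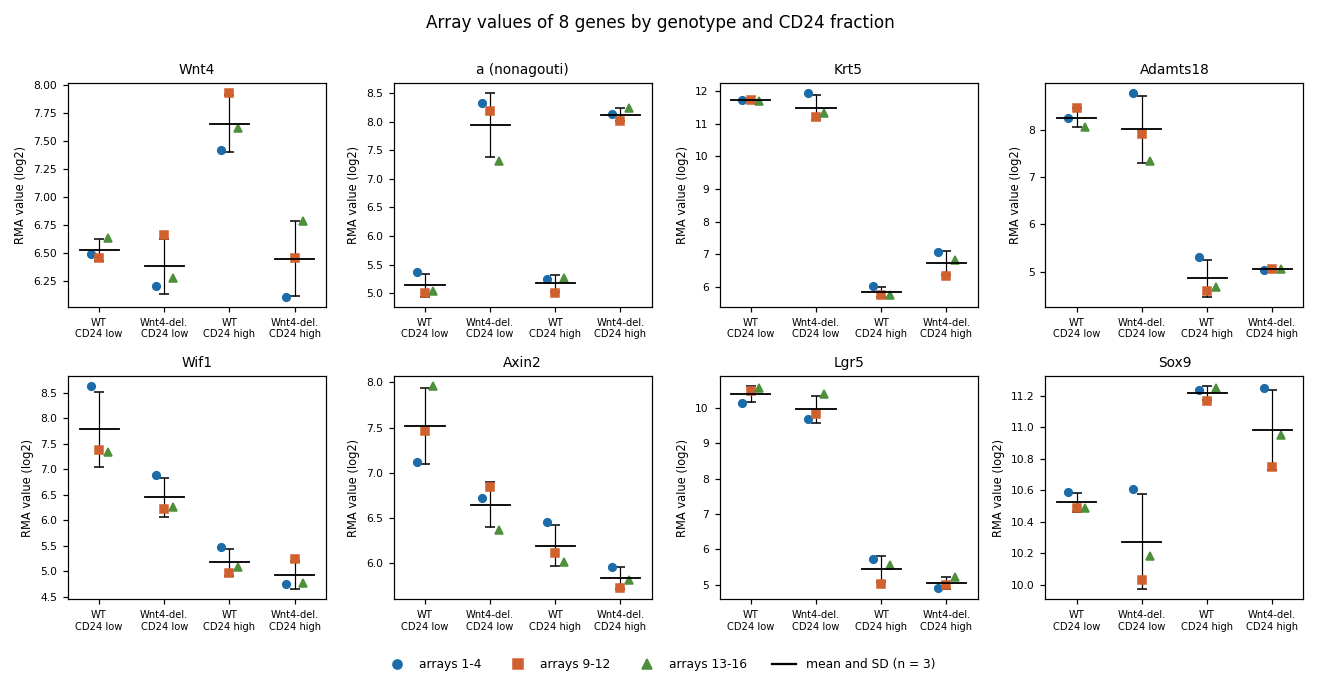
RMA values (log2) of 8 genes on each of the 12 arrays by group; symbols mark the set of title numbers, lines the mean and SD of 3 arrays. For nonagouti all 6 Wnt4-deleted arrays lie at 7.30 or above and all 6 WT arrays at 5.37 or below, and for Wnt4 the genotypes part in CD24 high cells only.

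No other gene passed in CD24 high cells, so the names that follow are ordered by unadjusted p among genes whose arrays did not overlap. Stk32a (0.99, SE 0.16, adjusted p = 0.416), Slc16a5 (0.90, SE 0.16, adjusted p = 0.666), the BMP receptor gene Bmpr1b (0.87, SE 0.16, adjusted p = 0.690), Acot2 (0.70), Pgap1 (0.46), Tesc (0.78) and Ceacam10 (0.97) were higher. Ptgs2, an inducible prostaglandin synthase gene, was lower by the largest amount (-1.46, SE 0.38), with Atoh8 (-0.59), Prame (-0.60), Ptpre (-0.63), Zdhhc14 (-0.57), Dcdc2a (-0.53) and Rccd1 (-0.50). Prame stood at 2.80 to 3.74 in these arrays, a dim signal. At an unadjusted p under 0.05 there were 396 genes (148 higher, 248 lower), where 997 would be met by chance in independent tests, and 70 of them changed at least 1.5-fold. Groups did not overlap for 1396 genes (7.0%; chance gives 10%).

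Among gene lists, oxidative phosphorylation was higher in Wnt4-deleted CD24 high cells (63 of 70 genes, median 0.23; adjusted p = 3.2e-08, and 0.956 with an estimated correlation; 2.4e-13 to 0.972 over the alternatives). Cox8a (0.30, SE 0.16), Cox4i1 (0.58, SE 0.40), Atp5l (0.35) and Cox5a (0.65, SE 0.45) led it, against Cox4i2 (-0.36, SE 0.14) and Cox8c (-0.08). The shift was 0.90 in arrays 1 to 4 and -0.13 and -0.05 in the other sets, and the call ended without WT array 2 (adjusted p = 0.852, median -0.02), whose list mean of 9.07 lay below the 9.61 to 9.97 of the other CD24 high arrays. Proliferation genes were higher (20 of 22, median 0.70; adjusted p = 6.2e-07, and 0.956 with an estimated correlation; 2.8e-14 to 0.972 over the alternatives), led by Aurka (0.37), Birc5 (0.98, SE 0.51), Nusap1 (0.89, SE 0.46) and Cenpf (1.12, SE 0.59), against the replication genes Pcna (-0.05) and Mcm2 (-0.00). Their shift was 1.64, 0.55 and -0.32 in the 3 sets, and the call ended without array 4 (adjusted p = 0.758). It also ended on arrays 9 to 16 only (0.550, median 0.17). Wnt targets were lower (19 of 23, median -0.17; adjusted p = 0.0471, and 0.892 with an estimated correlation; 0.00607 to 0.892 over the alternatives) and lower in all 3 sets (-0.24, -0.08 and -0.16). Dkk4 (-0.27), Axin2 (-0.36, SE 0.21), Lgr5 (-0.40, SE 0.23) and Cd44 (-0.64) were lower, against Ascl2 (0.08) and Adamts18 (0.20, SE 0.30). This call ended without array 2 (adjusted p = 0.132), 4 (0.167), 12 (0.0674), 14 (0.077) or 16 (0.0584). It also ended on arrays 9 to 16 only (0.218) and with an intensity trend and robust prior (0.0629).

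The other lists were not called in CD24 high cells. Wnt ligands had a median of -0.15 (adjusted p = 0.0702), hormone-sensing genes 0.16 (0.137), ribosomal proteins 0.03 (0.159), stem and progenitor genes -0.18 (0.188) and basement membrane genes -0.08 (0.384). General luminal genes (0.07), luminal progenitor genes (-0.13), myoepithelial genes (-0.03), Schwann cells (-0.16), immediate-early genes (-0.11), ADAMTS genes (-0.11), integrins (-0.11), immune cells (-0.15), milk genes (-0.02), Wnt receptors and inhibitors (0.02), interferon response (-0.01), cholesterol synthesis (-0.09), cell junctions (-0.08), endothelial cells (0.00), skeletal muscle (-0.08), Myc targets (-0.05), YAP and TAZ targets (0.01), TGF-beta targets (-0.03), fibroblasts (-0.13), pericytes (0.03), adipocytes (-0.03) and FGF signalling (-0.06) had adjusted p from 0.384 to 0.981. The median was negative where the mean and the test pointed up for myoepithelial, milk and interferon genes. Median, mean and test also differed in sign for FGF signalling, pericytes, Wnt receptors and inhibitors, and YAP and TAZ targets. The test by fry, which does not compare a list with other genes, called 0 lists (1, stem and progenitor genes, at an unadjusted p under 0.05), against 3 by camera. The camera count was 6 without array 2 and 5 without array 10. On arrays 9 to 16 only it was 8, and none of the 3 lists called with all arrays was among them. Lower there were Myc targets (median -0.30, adjusted p = 4.0e-11), luminal progenitor genes (-0.54, 1.8e-05) and cholesterol synthesis (-0.32, 1.2e-05). So were TGF-beta targets (-0.16), ribosomal proteins (-0.12), cell junctions (-0.06) and stem and progenitor genes (-0.19), while hormone-sensing genes were higher (0.37). These calls use the preset correlation of 0.01. The correlation estimated for Myc targets, luminal progenitor genes and cholesterol synthesis was 0.577, 0.325 and 0.576. With it and all arrays, each of those lists had an adjusted p of 0.956. The Myc target shift was 0.48 in arrays 1 to 4 and -0.25 and -0.32 in the other sets.

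In myoepithelial (CD24 low) cells, which receive the Wnt4 signal, the question was whether Wnt responses fall when the luminal source is deleted. Wif1, a secreted Wnt inhibitor induced by the pathway, was 7.79 (SD 0.74, n = 3) in WT and 6.46 (SD 0.38) in Wnt4-deleted cells, a change of -1.33 (SE 0.33), with all 3 arrays below all 3 WT arrays. Axin2, a feedback inhibitor and common reporter of canonical Wnt signalling, changed by -0.87 (SE 0.21), also without overlap. Neither passed over all genes (adjusted p = 1.0), and both passed adjusted over the list alone among the Wnt targets. 19 of 23 Wnt targets were lower (median -0.21; adjusted p = 0.00101, and 0.392 with an estimated correlation; 2.3e-04 to 0.392 over the alternatives), with shifts of -0.17, -0.17 and -0.40 in the 3 sets. Rnf43 (-0.41, SE 0.18) and Lgr5 (-0.44, SE 0.23) were lower too, and Ccn4 (0.21) and Dkk1 (0.10) were not. No single array ended this call. The difference between the fractions' shifts was -0.04 for this list (adjusted p = 0.430).

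18 of 19 Wnt ligand genes were lower in CD24 low cells (median -0.14; adjusted p = 0.0028, and 0.392 with an estimated correlation; 7.9e-04 to 0.392 over the alternatives), in all 3 sets (-0.17, -0.14 and -0.30). Wnt11 (-0.77, SE 0.35), Wnt10a (-0.56), Wnt9a (-0.29, SE 0.13) and Wnt10b (-0.18) led, against Wnt7b (0.09), and the call ended without WT array 1 (adjusted p = 0.0602). Wnt receptors and inhibitors were lower (18 of 27, median -0.13; adjusted p = 0.0310, and 0.392 with an estimated correlation; 0.00499 to 0.392 over the alternatives), with shifts of -0.02, -0.29 and -0.30. These included the receptor genes Fzd8 (-0.94, SE 0.24), Lgr6 (-1.26, SE 0.35), Fzd2 (-0.61, SE 0.19) and Ror1 (-0.45), against Sfrp2 (0.30) and Rspo3 (0.13). The receptor call ended without array 9 (adjusted p = 0.295), 11 (0.0594) or 15 (0.124).

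Myc targets, mainly genes of ribosome assembly and nucleotide supply, were lower in CD24 low cells (47 of 54, median -0.25; adjusted p = 4.2e-06, and 0.903 with an estimated correlation; 4.5e-15 to 0.954 over the alternatives). Ipo4 (-0.51, SE 0.21), Nop2 (-0.49, SE 0.21), Tbrg4 (-0.30, SE 0.12) and Slc29a2 (-0.30) led, against Npm1 and Ddx18 (0.21 each), while Myc itself changed by -0.07 (SE 0.13). The shift was 0.05, -0.51 and -0.29 in the 3 sets, and the call ended without Wnt4-deleted array 11 (adjusted p = 0.485, median -0.07). Taken as 1 list mean per array, the shift was -0.25 with an SE of 0.24 between arrays, and within groups the list mean changed by -0.44 (SE 0.11) per log2 unit of the mean level of the non-epithelial markers. Array 11's list mean of 7.76 lay below the 8.07 to 8.63 of the other CD24 low arrays. FGF signalling genes were lower (14 of 17, median -0.15; adjusted p = 0.0178, and 0.864 with an estimated correlation; 2.0e-04 to 0.954 over the alternatives), led by Fgf2 (-0.73, SE 0.22), Fgfr3 (-0.54), Fgf1 (-0.37) and Fgf10 (-0.24), against Fgf7 (0.05) and the inhibitor Spred1 (0.00). That call ended without array 9 (adjusted p = 0.306) or 15 (0.410), and the shift in arrays 1 to 4 was 0.06.

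Of the 3 lists higher in Wnt4-deleted CD24 low cells, each lost its call without at least 1 array and each was higher in 2 of 3 sets. Proliferation genes were higher (19 of 22, median 0.53; adjusted p = 0.00101, and 0.903 with an estimated correlation; 4.0e-11 to 0.954 over the alternatives), led by Cenpf (1.11, SE 0.59), Plk1 (0.67), Mki67 (1.32, SE 0.84) and Kif11 (1.07), against Mcm7 (-0.34) and Mcm6 (-0.14). Their shifts were 0.76, 0.82 and -0.01 in the 3 sets. The call ended without array 3 (adjusted p = 0.797) or 9 (0.127), and stayed on arrays 9 to 16 only (6.1e-04) and with the sets as a block (6.8e-08). Interferon response genes were higher (14 of 16, median 0.25; adjusted p = 0.00533, and 0.903 with an estimated correlation; 2.3e-07 to 0.954 over the alternatives), led by Ifit2 (0.76, SE 0.39), Ifit1 (0.57), Oasl2 (0.48) and Mx1 (0.21), against the regulators Irf7 (-0.10) and Irf9 (-0.03). With shifts of 0.26, 0.64 and -0.11, that call ended without array 1 (adjusted p = 0.685) or 11 (0.394). Endothelial markers shifted by -0.09, 1.08 and -0.08 in the same sets, and whether they account for the interferon shift was not tested. Skeletal muscle genes were higher (9 of 9, median 0.39; adjusted p = 0.0310, and 0.903 with an estimated correlation; 7.1e-07 to 0.954 over the alternatives), among them Myh1 (0.23, SE 0.14), Myh4 (0.54), Atp2a1 (0.61) and Tnni2 (0.41). The muscle shifts were 0.99, 0.28 and -0.04. Without array 3 the muscle list pointed down (adjusted p = 0.188), and without array 9 or 13 its adjusted p was 0.295 or 0.348.

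No gene but nonagouti passed in CD24 low cells. By unadjusted p among genes without overlap, Zfp617 (1.01, SE 0.21), Pi15 (1.04, SE 0.23), Skint7 (0.75), Zfp804b (0.54), Zfp62 (0.72), Rbmx (0.65) and the matrix gene Hmcn1 (0.64) were higher, and Klf16 (-0.61, SE 0.12), Fbxo42 (-0.62, SE 0.13), Ubqln4 (-0.82), Chdh (-0.61), Rem2 (-1.02) and Tspan18 (-0.98) lower. Skint7 and Zfp804b rest on dim signals, at 3.57 to 4.77 and 3.88 to 4.64 in the CD24 low arrays. Adamts18 was 84.4% of WT (-0.24, SE 0.30) and turned to 0.08 without array 15. At an unadjusted p under 0.05 there were 610 genes (224 higher, 386 lower; 997 by chance), of which 116 changed at least 1.5-fold. The CD24 low count was 1.54 times that of CD24 high cells (1.66 times with the 1.5-fold limit). Groups did not overlap for 1350 genes (6.77%; chance gives 10%). The 997 and the 10% hold for unpaired arrays, while deviations of the CD24 low arrays of 1 set correlated between genotypes (0.37 to 0.70 across genes, in 3 of 3 sets), which lowers both. Among the 4 splits of these arrays that part all 3 pairs, the real one gave 610 genes at an unadjusted p under 0.05 and the highest other 579. Over all 10 splits 7 gave at least 610, the real one included, and the highest gave 2441. In CD24 high cells another split parting all 3 pairs gave 1536 against the real 396. For the difference of effects 93 of 100 splits gave at least the real 273, with no separate count for splits parting all pairs. Of genes at an unadjusted p under 0.05, 11 were higher in both fractions (1.66 expected by chance) and 7 lower in both (4.80 expected). Those expected numbers assume independent comparisons. The 2 fractions share no array, but both tests use the same estimate of each gene's spread, and deviations of Wnt4-deleted arrays of 1 set correlated between fractions (0.18 to 0.53 across genes, in 3 of 3 sets). Besides nonagouti, the shared genes included Dzip3 (0.40 and 0.32), Phyh (0.51 and 0.54), Cntln (0.58 in both) and Arxes2 (0.45 and 0.80) among the higher and Syt3 (-0.32 and -0.31) and Maml1 (-0.39 and -0.25) among the lower, chosen after their values were seen. Of the shared higher genes, only nonagouti and Dzip3 had every Wnt4-deleted array above every WT array.

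The other genes the study discusses did not pass in either fraction. In CD24 low cells, Itga3 and Itgb4, which anchor cells to the basement membrane, changed by -0.46 (SE 0.30) and -0.45 (SE 0.21), Gata3 by -0.30 (SE 0.20), Sox9 by -0.24 (SE 0.16), Col18a1 by -0.19 (SE 0.30), Fgfr2 by -0.15 (SE 0.22), Ccn2 by 0.23 (SE 0.54) and Fn1 by 0.98 (SE 0.53). In CD24 high cells, Col18a1 changed by -0.39 (SE 0.30), Wif1 by -0.26 (SE 0.33), Sox9 by -0.23 (SE 0.16), Itgb4 by -0.11 (SE 0.21), Myc by -0.08 (SE 0.13), Fn1 by 0.06 (SE 0.53), Gata3 by 0.15 (SE 0.20), Ccn2 by 0.22 (SE 0.54), Itga3 by 0.24 (SE 0.30) and Fgfr2 by 0.41 (SE 0.22). Leaving out 1 array turned the sign in CD24 low cells for Col18a1 (0.21) and Fgfr2 (0.01), without array 15, and for Ccn2 (-0.02), without array 3. In CD24 high cells it turned for Myc (0.04 without array 12), Gata3 (-0.02 without array 16), Ccn2 (-0.58 without array 4) and Fn1 (-0.02 without array 2, -0.08 without array 4).

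Lists not called in CD24 low cells included stem and progenitor genes (median -0.02, mean -0.16; adjusted p = 0.0899), of which Axin2, Lgr6 and Bcl11b passed adjusted over the list alone (Bcl11b named after its values were seen). This list was lower in all 3 sets (-0.13, -0.14 and -0.20), as were immediate-early genes (-0.21, -0.03 and -0.28). Pericyte and hormone-sensing genes were higher in all 3 sets. General luminal genes (-0.26) and immediate-early genes (-0.18) had the same adjusted p of 0.0899, cholesterol synthesis 0.0665 (-0.16), adipocytes 0.0999 (0.10), pericytes 0.139 (0.15) and endothelial cells 0.181 (0.37). With the sets of arrays as a block the adjusted p of immediate-early genes was 0.0150 and of pericytes 0.0296 (0.930 and 0.903 with an estimated correlation and no block). On arrays 9 to 16 only, immediate-early and pericyte genes had an adjusted p of 0.129 and 0.115, and by fry both had 0.954. That fit called 12 lists, without skeletal muscle (0.114). Added were general luminal genes (median -0.40, adjusted p = 3.75e-04), cholesterol synthesis (-0.31, 4.5e-04) and endothelial cells (0.57, 0.00503). Adipocytes (0.26, 0.00975) and basement membrane genes (-0.25, 0.0348) were added too. With an estimated correlation and all arrays, these added lists had adjusted p from 0.903 to 0.930. With the block fitted on CD24 low arrays alone 14 lists were called, among them the 8 called without a block. Which lists were added there, and in the fits without 1 array, is not given here. Basement membrane genes (-0.14), myoepithelial genes (-0.06), hormone-sensing genes (0.16), Schwann cells (-0.05), luminal progenitor genes (-0.16), YAP and TAZ targets (-0.04), TGF-beta targets (-0.02), ribosomal proteins (-0.03), cell junctions (-0.02), immune cells (0.08), fibroblasts (-0.01), ADAMTS genes (-0.02), milk genes (0.00), integrins (-0.04) and oxidative phosphorylation (-0.04) had adjusted p from 0.242 to 0.816. The test pointed up against a negative median for YAP and TAZ targets, fibroblasts and ADAMTS genes. By fry 0 lists were called, and the 4 at an unadjusted p under 0.05 were Wnt targets, Wnt ligands, Wnt receptors and inhibitors, and stem and progenitor genes. Without array 3 the count of lists called was 14, and without array 15 it was 17, against 8 with all arrays.

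**Figure D3:**
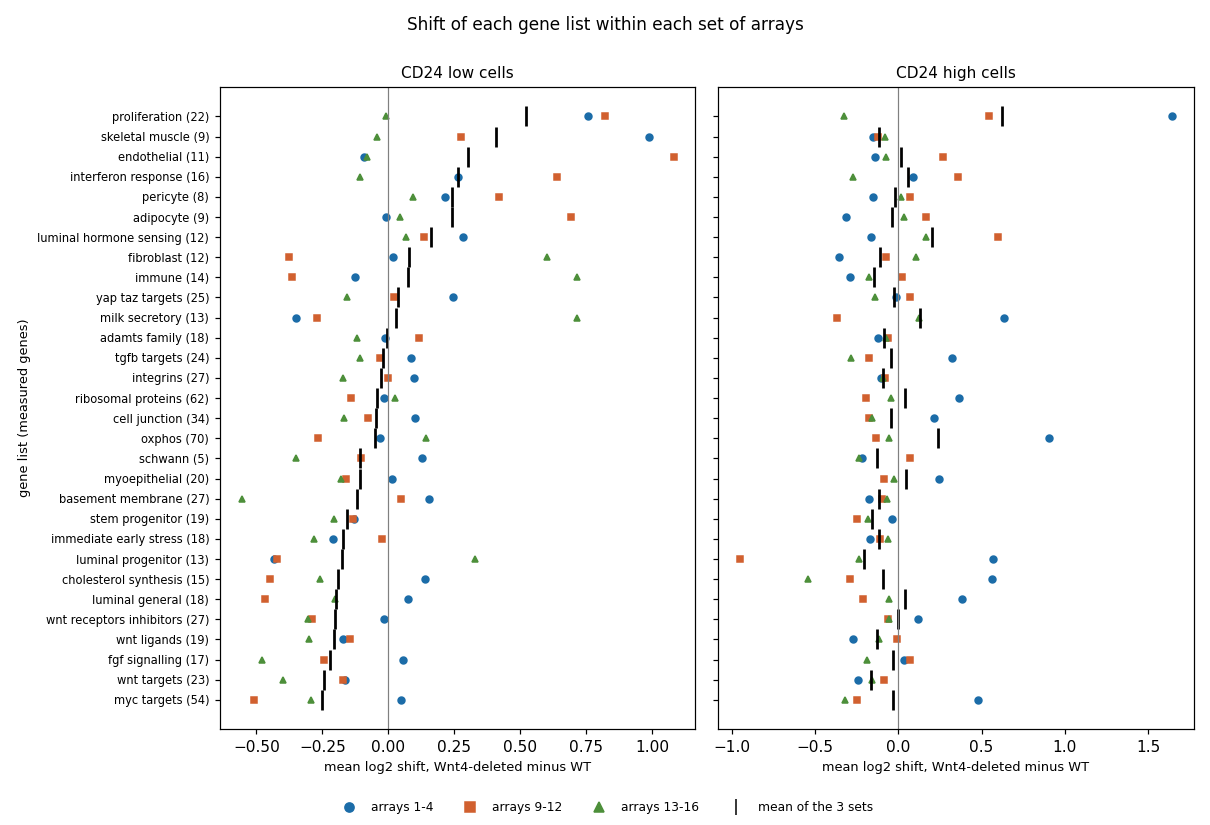
Mean log2 difference (Wnt4-deleted minus WT) of each gene list within each set of title numbers, in CD24 low and CD24 high cells; symbols mark the sets and bars their mean. Wnt targets lie below 0 in all 3 sets of both fractions, and Myc targets in CD24 low cells run from -0.51 to 0.05.

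The last comparison asked whether the genotype effect differed between fractions. No gene passed (0 by limma, with 273 at an unadjusted p under 0.05, 153 of them with the more positive change in CD24 low cells). Leading by unadjusted p were Prame (0.84, SE 0.20), Golim4 (0.72), C2cd2 (0.56) and Pi15 (1.23, SE 0.33), besides Wnt4, with a more positive change in CD24 low cells, and Stk32a (-1.06, SE 0.23), Slc16a5 (-1.02, SE 0.22), Cd164l2 (-0.80) and Acot2 (-0.68), besides Krt5, with a more negative one. Prame rests on a dim signal, at 2.80 to 3.74 on all arrays, where the lowest lower quartile of an array was 4.02. Camera called 4 of the 30 lists, all with a more negative shift in CD24 low cells, and 0 with an estimated correlation or by fry (0 by fry also at an unadjusted p under 0.05). They were oxidative phosphorylation (median -0.29, adjusted p = 8.6e-05; Cox8a -0.59, Atp5d -0.70), Myc targets (-0.22, 0.00114; Cad -1.16, Nop2 -0.39), Wnt receptors and inhibitors (-0.18, 0.0197; Fzd2 -0.76, Fzd8 -0.59, against Sfrp2 0.91) and general luminal genes (-0.23, 0.0424; Cldn7 -0.78, Wfdc2 -0.87, against Ehf 0.58). With an estimated correlation their adjusted p was 0.952, 0.952, 0.707 and 0.952, and over all alternatives it ran from 1.7e-10 to 0.987, 1.2e-10 to 0.987, 0.00553 to 0.987 and 4.0e-05 to 0.987. The count of lists was 13 without array 3, 10 without array 15 and 7 without array 13 or 14. Skeletal muscle (0.47) and FGF signalling (-0.26) had an adjusted p of 0.0717, and with the sets as a block that of skeletal muscle was 0.0302 (0.952 with an estimated correlation and no block, 0.0875 on arrays 9 to 16 only and 0.987 by fry). Of the lists called in 1 fraction only, the difference was -0.11 for Wnt ligands (adjusted p = 0.693) and 0.13 for interferon genes (0.172), and for proliferation genes, called in both, it was -0.01 (0.644). On arrays 9 to 16 only, the proliferation difference was positive and called (median 0.38, adjusted p = 0.0246; 0.952 with an estimated correlation and all arrays). For the 24 lists neither called nor at 0.0717 the adjusted p ran from 0.136 to 0.976. The fit on arrays 9 to 16 only called 5 lists. Besides proliferation genes, these were FGF signalling (median -0.36, adjusted p = 0.00866), luminal progenitor genes (0.475, 0.00866), Wnt receptors and inhibitors (0.0246) and general luminal genes (0.0421). FGF signalling and luminal progenitor genes had 0.952 with an estimated correlation and all arrays.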

Values the study reported

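By RT-PCR on sorted cells of the gland, the study reported 7-fold higher Adamts18 transcript in the myoepithelial than in the luminal fraction. In grafts of epithelium lacking Wnt4 on day 8.5 of pregnancy, it reported Wnt4 transcript at 1% and Adamts18 transcript at 35% of the WT grafts.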

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

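The tests by sets of arrays, for Myc targets and for oxidative phosphorylation, the test on ribosomal protein genes and the tests on 1 Myc list mean per array were chosen after the results were seen. 4 gene lists were flagged because their genotype shift differed between CD24 low and CD24 high cells in a test of the difference itself. They are oxidative phosphorylation (median difference -0.29, adjusted p = 8.6e-05), Myc targets (-0.22, 0.00114), Wnt receptors and inhibitors (-0.18, 0.0197) and general luminal genes (-0.23, 0.0424). A count of 4 is not unusual for these arrays. Of 100 drawn splits of the arrays 97 called at least 4 lists, with a median of 11 over the other splits. The difference was more negative in CD24 low cells for 60 of 70, 45 of 54, 19 of 27 and 14 of 18 genes. None of the 4 passed with an estimated correlation (adjusted p = 0.952, 0.952, 0.707 and 0.952, with 1.7e-10 to 0.987, 1.2e-10 to 0.987, 0.00553 to 0.987 and 4.0e-05 to 0.987 over all alternatives). Without arrays 1 to 4, the adjusted p was 0.715, 0.0875, 0.0246 and 0.0421, and the median differences were 0.03, -0.10, -0.20 and -0.25. The oxidative phosphorylation difference thus turned in sign. In arrays 9 to 12 and 13 to 16 Myc targets were lower in CD24 low cells (-0.51 and -0.29) and in CD24 high cells (-0.25 and -0.32). In arrays 1 to 4 their shifts were 0.05 and 0.48.

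Single arrays ended each of the 4 differences. For oxidative phosphorylation these were arrays 2 (adjusted p = 0.793) and 11 (0.814), and for Myc targets arrays 2 (0.105), 4 (0.773) and 11 (0.814). For Wnt receptors and inhibitors they were arrays 2 (0.0653), 4 (0.0753), 9 (0.174) and 15 (0.115). For general luminal genes they were arrays 1 (0.320), 2 (0.505), 4 (0.0852), 9 (0.102), 11 (0.760), 15 (0.208) and 16 (0.0864). The members behind the Wnt receptor difference were the receptor genes Fzd2 (-0.76, SE 0.27), Fzd8 (-0.59) and Ror1 (-0.56) with the Dickkopf family member Dkk3 (-0.49), while Sfrp2 (0.91, SE 0.50) and Dkk2 (0.31) went the other way.

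In the first of the patterns weighed, Myc targets were lower in Wnt4-deleted CD24 low cells (median -0.25; adjusted p = 4.2e-06, and 0.903 with an estimated correlation). A different share of luminal or non-epithelial cells in the sort stays open: with the lineage index or the non-epithelial marker level as a covariate the adjusted p was 1.5e-04 and 3.6e-05, but those values leave out the spread between arrays, and 1 list mean per array gave shifts of -0.22 (SE 0.25) and -0.17 (SE 0.14) with them, against -0.25 (SE 0.24) without. The study sorted green fluorescent cells, yet the non-epithelial marker level still ran from 5.85 to 7.47 over the CD24 low arrays. The list mean fell as non-epithelial markers rose (slope -0.44, SE 0.11), and array 11 had the highest non-epithelial level (7.47) and the lowest lineage index (-2.39) of the CD24 low arrays. A single array remains a candidate explanation, since without Wnt4-deleted array 11 the adjusted p was 0.485 (4.5e-15 to 0.954 over the alternatives) and the median -0.07. The sets of arrays also differed, with a shift of 0.049 in arrays 1 to 4, and a lower Myc response after loss of Wnt4, which the design offers, was not tested apart from these.

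Oxidative phosphorylation genes were higher in Wnt4-deleted CD24 high cells (median 0.23; adjusted p = 3.2e-08, and 0.956 with an estimated correlation). RNA quality or amplification of short abundant transcripts stays open: ribosomal protein genes had a median of 0.029, but in arrays 1 to 4, which carry the pattern, they were higher by 0.36 (SE 0.05 over genes), and their shifts of -0.19 and -0.04 in the other sets had the sign of the list. A single array may explain the pattern, since without WT array 2 the adjusted p was 0.852 (2.4e-13 to 0.972 over the alternatives) and the median -0.02. The sets of arrays differed as well, with a shift of -0.13 in arrays 9 to 12, where the direction turned. An effect of genotype on oxidative phosphorylation stays open, and rests here on 1 set.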

How the results depend on the processing

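Added after the data were seen were the fit on arrays 9 to 16 only and the replicate block fitted on a single fraction. For each turned sign or changed count given here the cause was not tested, except where another threshold makes the change. The Wnt4 change in CD24 high cells stayed negative and short of the threshold in each of 13 alternatives (-1.20 to -0.89; adjusted p 0.0837 to 1) and in 6 fits without 1 array (-1.37 to -1.03). In CD24 low cells it ran from -0.28 to -0.06. The lineage index between fractions ran from 6.41 to 6.59. The genotype difference of the index in CD24 high cells ran from -0.28 to 0.17 without 1 array, and in CD24 low cells from -0.22 to -0.0037.

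Genes changed in CD24 low cells numbered 610 at an unadjusted p under 0.05, 116 with the 1.5-fold limit added, 0 on the compared arrays alone, 0 on arrays 9 to 16 only, and 1 to 2 without 1 array (2 without array 3). On the compared arrays alone nonagouti kept its change of 2.80 but had an adjusted p of 0.645 (3.3e-05 to 0.645 over its alternatives); the same fit in CD24 high cells gave 0.00164. In CD24 high cells the counts were 396, 70 and, on arrays 9 to 16 only, 0. For the difference of effects they were 273 and 114. Between WT fractions the count was 5259 unadjusted and 5215 with array weights, and between Wnt4-deleted fractions 5553 unadjusted and 2156 (without array 16) to 3628 without 1 array. With adjusted p under 0.10 the counts were 1, 1, 0, 4168 and 4325.

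Lists called in CD24 low cells numbered 0 with an estimated correlation and 0 by fry. They numbered 14 with the replicate block on these arrays alone, 12 on arrays 9 to 16 only, and 8 to 17 without 1 array. In CD24 high cells the numbers were 0, 0, 9 with the block on these arrays alone, 8 on arrays 9 to 16 only, and 3 to 6 without 1 array (6 without array 2, 5 without array 10). For the difference of effects they were 0, 0 and 3 to 13 without 1 array. Between WT fractions 7 were called with an estimated correlation. On arrays 9 to 16 only, oxidative phosphorylation pointed the other way in CD24 high cells (adjusted p = 0.218) and for the difference (0.715). Without 1 array the adjusted p of skeletal muscle in CD24 low cells ran from 7.1e-07 to 0.348, and the list pointed down without array 3. With the sets of arrays as a replicate block over all arrays, genes passing numbered 1, 1, 0, 3624 and 3747. Besides the immediate-early and pericyte lists in CD24 low cells, skeletal muscle for the difference and adipocytes between Wnt4-deleted fractions, the block changed the call of no list and of no named gene in the genotype comparisons; between WT fractions it changed the calls of 8 list members.

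Signs that turned, as log2 changes, all belong to genes that did not pass. With array weights these were Spred1 (-0.061) in CD24 low cells, Ccn2 (-0.32) and Fn1 (-0.16) in CD24 high cells, and Insig1 (0.11), Mvk (0.069), Col6a3 (-0.17) and Lcn2 (0.065) between WT fractions. On arrays 9 to 16 only they were Fgf7 (-0.011) and Spred1 (-0.29) in CD24 low cells, Ccn2 (-0.45), Fn1 (-0.16), Cox4i1 (-0.057), Atp5l (-0.022), Cox5a (-0.056) and Cox8c (0.11) in CD24 high cells, and Insig1 (0.22), Mvk (0.18), Col6a3 (-0.59) and Lcn2 (0.22) between WT fractions. With a covariate for non-epithelial level Fgf7 (-0.087) and Mcm6 (0.026) turned, and with the lineage index Spred1 (-0.0065). Median centring turned Mcm2 (0.024) in CD24 high cells and Mvk (0.0081) between WT fractions, and the mean of probesets turned Cox6c (-0.054) for the difference of effects.

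Leaving out 1 array gave these ranges in CD24 low cells: Adamts18 (-0.62 to 0.085), Fgfr2 (-0.29 to 0.012), Ccn2 (-0.021 to 0.39), Col18a1 (-0.54 to 0.21), Fgf7 (-0.33 to 0.41), Spred1 (-0.16 to 0.15), Irf7 (-0.20 to 0.10), Irf9 (-0.31 to 0.24), Ddx18 (-0.0098 to 0.48), Mcm6 (-0.56 to 0.26), Myh4 (-0.15 to 0.91), Atp2a1 (-0.18 to 1.08), Tnni2 (-0.36 to 0.90), Wnt7b (-0.074 to 0.26) and Dkk1 (-0.069 to 0.30). In CD24 high cells they were Myc (-0.19 to 0.042), Ccn2 (-0.58 to 0.74), Gata3 (-0.020 to 0.41), Fn1 (-0.081 to 0.19), Cox8c (-0.19 to 0.054), Pcna (-0.36 to 0.14), Mcm2 (-0.68 to 0.37) and Ascl2 (-0.026 to 0.17). Between WT fractions they were Insig1 (-0.50 to 0.25), Mvk (-0.26 to 0.13), Col6a3 (-0.30 to 0.63) and Lcn2 (-0.28 to 0.086). Of 5662 values computed under an alternative, 5354 kept their direction and side of the threshold (counts within 1.5-fold), 163 lost the threshold, 40 gained it, 73 turned and 32 counts moved. A single array decides many calls on lists, and low signal limits genes such as Adamts18 in CD24 high cells (percentile 30.6).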

Other observations

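No test in this part was chosen after its result was seen. Nonagouti (symbol a) was higher in all 6 Wnt4-deleted arrays, its level lying at percentile 34.8 of genes in WT and 81.6 in Wnt4-deleted arrays. A share of skin or hair follicle cells large enough to raise their marker lists was argued against. The highest of 4 list medians, for keratinocyte genes, was 0.074 with an upper bound of 0.20, far under the change of nonagouti. A smaller share was not excluded, since markers such as Alpl and Sbsn already stood at percentiles 90.19 and 79.76 of genes. The most abundant genes of the skin lists were Sbsn (7.89), Msx2 (6.58), Pmel (5.82) and Alpl (8.80). Their log2 changes were 0.12, 0.42, -0.135 and -0.37. The other medians were -0.05 for hair follicle, -0.09 for melanocytes and -0.26 for dermal papilla. A strain haplotype carried by the Wnt4-deleted mice cannot be told apart from an effect of the deletion, since the 20 nearest measured genes stood at percentile 71.5 of all such windows and a haplotype can change nonagouti alone. An effect of the Wnt4 deletion itself may also be the cause, and no array here separates it from such a difference in background.

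Other splits of the arrays were counted for each comparison. The 6 CD24 low arrays can be split in 10 ways, too few for a share under 0.05. The real split called 1 gene and 3 of the 10 splits called as many, the highest other 38 (arrays 1, 3 and 13 against 9, 11 and 15), which points to a structure of the samples other than genotype. The set numbers pair these arrays, and among the 4 splits that part all 3 pairs the highest other called 0 genes, while the splits that keep pairs together reached 38. For CD24 high arrays, also too few, the real split called 1 gene, 3 of 10 splits called as many and the highest other called 6. Between fractions the real splits called 3218 and 3278 genes and the highest other 0 in each genotype, with 1 split of 10 as large, again too few for such a share. For the difference of effects the real count was 0 genes, so all 100 drawn splits were as large, and the highest was 2.

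For lists the real split of CD24 low arrays called 8, the highest other 16, and 9 of 10 splits called as many; among splits parting all 3 pairs the highest other was 11. In CD24 high arrays it called 3, the highest other 11, and all 10 splits called as many. Both have too few splits for a share under 0.05. For the difference of effects 97 of 100 splits called at least the real 4 lists, with 17 the highest. Splits that part all pairs of set numbers were not counted apart there. In CD24 low arrays the splits keeping pairs together reached 16 lists, against 11 for those parting all pairs. The share of 97 therefore cannot tell chance from the structure of the sets, and chance is not excluded. Between WT fractions the real split called 21 lists, the highest other 18, and 1 of 10 splits was as large. Camera with the preset correlation thus called many lists for splits that do not follow genotype. The medians over the other splits were 14 and 6 lists in CD24 low and CD24 high arrays, and 11 for the difference of effects.

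Wnt4 array signal, on its probeset with the highest mean, stood at 43.4% of WT in CD24 high cells. This is higher than the level the study reported in grafts lacking Wnt4, measured by another assay in pregnancy, and is not a measure of intact transcript, since the probes were not placed against the deleted exons here. Adamts18 stood at 84.4% of WT in CD24 low cells. This too is higher than the level the study reported in those grafts. Those were transplanted glands in pregnancy measured by another assay, while these are sorted cells, so the values are not like for like. The change here was smaller than its SE and turned to 0.085 without array 15. For its arrays, the study reported Adamts18 as lower in myoepithelial cells without statistical significance. Adamts18 was 10.5-fold higher in WT CD24 low than in CD24 high cells. This is higher than the enrichment the study reported by RT-PCR, from a sort with another marker added, and rests on a dim array signal in CD24 high cells.

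Of 13767 probesets left out of the gene tests, 0 passed in the genotype comparisons in a limma fit of their own, with 396, 306 and 260 at an unadjusted p under 0.05 in CD24 low cells, CD24 high cells and their difference. Between fractions 187 passed in WT and 237 in Wnt4-deleted cells.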
